A study of Homo sapiens with 6 samples.

How the data were processed

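Gene expression was measured by RNA sequencing in 6 libraries of human forebrain organoids grown from DYR0100, an established induced pluripotent stem cell line. Organoids of this kind are cell aggregates that self-organise into tissue resembling the dorsal forebrain. Per the labels, 3 libraries came from organoids given vehicle and 3 from organoids given 5 µM amyloid-β peptide Aβ42 for 6 days, all in 1 batch, with replicates numbered 1 to 3 in each group. Per the labels' protocols, polyadenylated RNA was enriched and libraries were prepared with a stranded kit and PCR amplification. No molecular identifiers are mentioned, so precision statements cover counting error and the spread between libraries, not amplification.

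The authors deposited 1 table with a read count and a TPM value per gene and library. Per the file headers the first kind is a read count, but only 86.9% to 87.5% of its values in a library were whole numbers, so the deposited values were treated as estimated counts, in which a read shared between genes or transcripts can be divided. The deposited TPM values (scaled for gene length and library total by the authors) summed to the same total in every library over the same genes, as TPM does. The aligner, the counting program, their versions, the genome build and the annotation were not stated, so no coordinates are given, and whether counting used strand is unknown. Reads shared with near-identical copies, pseudogenes or overlapping and antisense genes could have been divided or dropped in that step. The table lists 18056 genes, each with an Entrez gene ID and a symbol, and the symbols are used as listed. It holds protein-coding transcripts only, and mitochondrially encoded genes were not analysed here.

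Estimated counts were rounded to whole numbers. Genes were kept by the filterByExpr function of edgeR 4.0.16 (13842 genes), libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test with robust dispersion and without a block, in R 4.3.3. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Fold changes are log2 values of Aβ42 over vehicle. Standard errors (SE) were computed as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Expression per library is given as TMM-normalised CPM (counts scaled to a common library size).

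Before the data were examined, 31 gene lists of cell types, stress responses and amyloid-related genes were written, together with the tests, the alternatives to be tried and the rule for naming genes. Of these lists, 29 had at least 5 tested genes. They were tested on log2 CPM (prior count 2) with camera (limma 3.58.1, preset inter-gene correlation 0.01), adjusted over the 29 lists, with fry and with camera under an estimated correlation beside it. A list score per library is the mean, over the list's tested genes, of the deviation of log2 CPM from the gene's mean over the 6 libraries. Score differences were compared with an exact permutation test, which cannot give a p-value under 0.1 with 3 libraries against 3. Over the union of the lists (585 tested genes) the gene p-values were also adjusted over the list alone. In 13 cases a tested gene appeared again in a further list, so the lists are not independent.

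The rule for naming genes was to take the largest changes past the threshold with no overlap between groups. No gene passed the threshold, so the rule's fallback applied, which takes the 3 genes with the smallest p-value in each direction and states that they are not significant. APP, BACE1, ADAM10, MAPT, APOE and GFAP were named whatever their result, and so were the 2 members with the smallest p-value in the direction of each list that passed camera. Results of 2 genes that the rule names are not reported here.

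Libraries were checked for duplicates with a chi-square statistic of the counts over 12186 genes with a mean of at least 50 counts. It lay between 3.18 and 21.1 per gene over all pairs of libraries, above the value of 1 that sampling alone gives, so all 6 were used as separate replicates. Total estimated counts were 16465390 to 16742958 per library, and the median tested gene had 495.5 to 515.9 counts, for which counting error alone is 4.40% to 4.49%. The biological coefficient of variation was 6.75%.

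The labels do not say that a replicate number marks a shared culture or day. Deviations from the group means, correlated over the 12186 genes between the vehicle and Aβ42 libraries of the same number, gave 0.181 for number 1, 0.388 for number 2 and 0.129 for number 3. As every value was above 0.1, the numbers were taken to pair the libraries, and this pairing comes from the data alone. Deviations cancel out within a group, so one shared by the libraries numbered 2 alone also raises the values among numbers 1 and 3. Those values are therefore no separate evidence that numbers 1 and 3 pair. Among differently numbered libraries, vehicle 1 with Aβ42 3 (0.154) and vehicle 3 with Aβ42 1 (0.177) correlated about as well, and the other 4 combinations were between -0.302 and -0.22. The fit with the replicate number as a block was an alternative, and its values are printed where it changed a call or moved a count.

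The alternatives listed beforehand were DESeq2 size factors (RLE) and upper-quartile scaling in edgeR, no filter beyond 1 count, a mean of at least 10 counts, the DESeq2 1.42.0 Wald test, limma-voom with and without sample quality weights, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 libraries, non-robust dispersion, the replicate block, leaving out each library in turn, a 2-fold minimum, glmTreat against a 1.2-fold change, and an adjusted p-value under 0.01. A correction for transcript length and GC content was added after the data were seen, alone and with the block. It fitted natural splines with 5 degrees of freedom per library on genes outside the lists. GC content came from GENCODE release 29 protein-coding transcripts (matched by symbol for 13748 of 13842 tested genes, 99.3%), and the length measure was the authors' count divided by their TPM.

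The scripts were tested on simulated counts drawn from the real means and library sizes with 200 genes changed. Without a block, 79.8% of genes changed by 0.5 log2 units and 78.8% of those changed by 1 log2 unit were recovered among 13766 tested genes, with 14 false calls among 183. When libraries of the same number shared a deviation, the recovery without a block fell to 8% and 59.2% among 13765 genes, against 78% and 79.6% with the block. Of 20 simulated lists, the 2 changed ones were called and no unchanged one was. The simulated genes varied independently of each other, so this does not test camera on lists whose genes move together. In a simulation with an added length and GC trend over 13433 unchanged genes, the correction lowered the correlation of fold change with that trend from 0.67 to 0.0192 and the false calls from 1533 to 20. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.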

Results

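The transcriptome of human forebrain organoids from the DYR0100 line was measured in 3 libraries after vehicle and 3 libraries after 6 days with 5 µM Aβ42, the aggregation-prone form of the amyloid-β peptide that is cut from the amyloid precursor protein. The comparison asks which transcripts differ between exposed and unexposed organoids. Total estimated counts were 16637602, 16477371 and 16465390 in vehicle replicates 1 to 3 and 16475180, 16742958 and 16659643 in Aβ42 replicates 1 to 3. The 10 most abundant genes took 3.12% to 3.25% of the counts in each library, and TMM factors lay between 0.996 and 1.006, so depth and composition differed little between groups. The labels place all libraries in 1 batch. In the table, vehicle replicate 2 and Aβ42 replicate 2 deviated together from their group means (correlation 0.388 across 12186 genes), and the fit with the replicate number as a block is given beside the results it changed.

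The mean Pearson correlation of log2 CPM across the 13842 tested genes was 0.9926 within vehicle, 0.9914 within Aβ42 and 0.9886 between groups (genes are not independent replicates). The mean between groups minus the mean within groups was -0.00337, and the alternative that moved it most was leaving out Aβ42 replicate 2 (-0.00672). It was -0.0015 without vehicle replicate 2 and -0.00186 without Aβ42 replicate 1. Aβ42 replicate 2 correlated more highly with the 3 vehicle libraries (mean 0.9931) than with the other 2 Aβ42 libraries (0.9898). The first principal component of the 500 most variable genes carried 51.6% of the variance. Its scores were -2.69, -17.6 and -3.96 in vehicle replicates 1 to 3 and 15.98, -3.73 and 11.97 in Aβ42 replicates 1 to 3, so the groups overlapped on it through Aβ42 replicate 2.

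**Figure D1:**
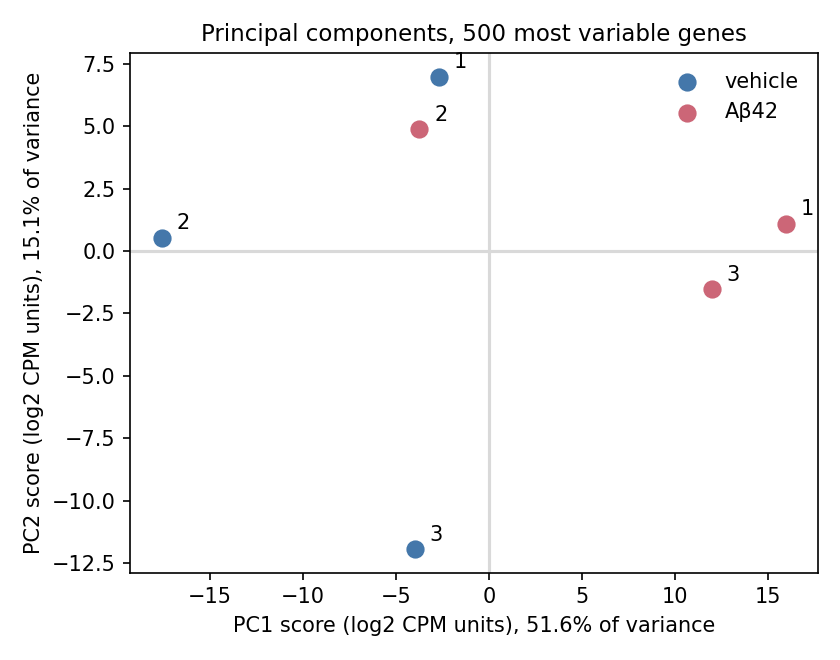
Scores of the 6 libraries on the first and second principal components (log2 CPM units) of the 500 most variable genes, with vehicle in blue, Aβ42 in red and the replicate number beside each point. Aβ42 replicates 1 and 3 score 15.98 and 11.97 on the first component, and Aβ42 replicate 2 scores -3.73, between vehicle replicates 1 (-2.69) and 3 (-3.96).

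No gene passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test among 13842 tested, and the smallest adjusted value was 0.0684. At an unadjusted p-value under 0.05 there were 3302 genes (1716 higher and 1586 lower with Aβ42), where 692 were expected by chance. That number is an average, and as genes move together a single grouping can lie far from it. Groupings of the libraries that mix the treatments gave 89 to 2281 genes. An adjusted p-value under 0.10, a threshold chosen after the values were seen, was reached by 962 genes, 495 higher and 467 lower. The 3 Aβ42 values lay all above or all below the 3 vehicle values for 3732 genes (1879 higher, 1853 lower). They were 27% of those tested, against 10% by chance, which is an average with the same limit. The alternative that moved the count most was leaving out Aβ42 replicate 2, which gave 3224 genes (1607 higher, 1617 lower). With the replicate number as a block, 1962 genes passed (986 higher, 976 lower), with a smallest adjusted p-value of 2.28e-06. The median size of the log2 fold change among those 1962 genes was 0.309, and 35 of them were at least 2-fold higher and 34 at least 2-fold lower. Leaving out vehicle replicate 2, Aβ42 replicate 1 or Aβ42 replicate 3 lowered the count at an unadjusted p-value under 0.05 to 1920, 2103 and 1871 genes, while leaving out Aβ42 replicate 2 raised it to 5170.

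**Figure D2:**
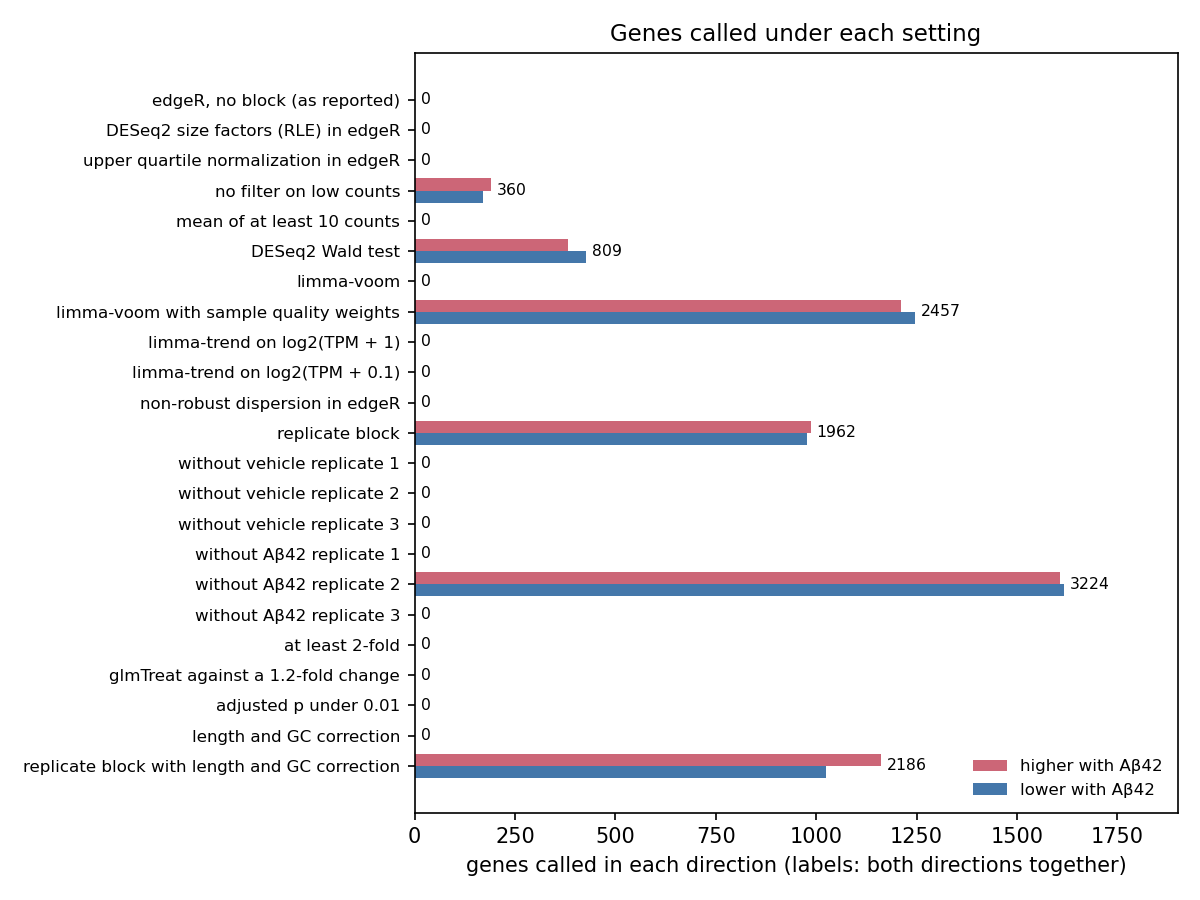
Number of genes past the threshold in each direction (horizontal axis, red higher and blue lower with Aβ42) under each setting, with the sum of both directions printed beside the bars. The count was 0 in the reported fit, 1962 with the replicate block, 2457 with sample quality weights and 3224 without Aβ42 replicate 2.

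Genes with the smallest p-values in each direction, none of them significant over all genes, included PTK2B (Entrez gene ID 2185) and CDKN1A (1026) among those higher and ELAVL4 (1996), PTPRO (5800) and CPEB2 (132864) among those lower, all with an adjusted p-value of 0.0684. PTK2B went from 14.6 ± 1.77 CPM in vehicle to 23.4 ± 1.69 CPM with Aβ42 (mean ± SD, n = 3 each), a log2 fold change of 0.68 ± 0.10 (SE). CDKN1A went from 130.8 ± 2.73 to 185.5 ± 21.3 CPM, a log2 fold change of 0.50 ± 0.08. ELAVL4 fell from 143.8 ± 4.36 to 115.6 ± 5.33 CPM (log2 fold change -0.31 ± 0.05), PTPRO from 276.0 ± 14.4 to 221.6 ± 6.55 CPM (-0.32 ± 0.05) and CPEB2 from 124.0 ± 6.95 to 98.3 ± 3.46 CPM (-0.34 ± 0.05). In all 5 genes the groups did not overlap. Each passed in 6 of 19 alternatives, and over the 19 the adjusted p-value of PTK2B ran from 0.000186 with the replicate block to 0.296. With the block the adjusted values of the 5 genes were between 0.000186 and 0.00117.

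Among genes of amyloid and tau biology and glial markers, named whatever their result, none passed in the fit without a block, although the BACE1 and ADAM10 values did not overlap between groups. APP (Entrez gene ID 351) was at 1137 ± 9.50 CPM in vehicle and 1221 ± 77.4 CPM with Aβ42 (log2 fold change 0.10 ± 0.05, adjusted p-value 0.263), and it passed, at 0.0343, in 1 of 19 alternatives, without Aβ42 replicate 2. Without Aβ42 replicate 3 its log2 fold change was 0.06. MAPT (4137) was at 745.1 ± 2.57 and 771.3 ± 53.3 CPM (0.05 ± 0.05, 0.599), with a log2 fold change of 0.11 without Aβ42 replicate 2 and of 0.02 and 0.03 without Aβ42 replicates 1 and 3. BACE1 (23621) and ADAM10 (102) had log2 fold changes of -0.05 and 0.05 with adjusted p-values of 0.459 and 0.473. On the log2(TPM + 1) scale the log2 fold changes of BACE1, ADAM10 and MAPT were -0.11, 0.02 and 0.0035, and none passed. After the length and GC correction ADAM10 was at 0.08 and did not pass. GFAP (2670) was at 31.5 ± 2.99 and 28.8 ± 4.70 CPM (-0.13 ± 0.12, 0.529). Its log2 fold change was -0.26 without Aβ42 replicate 2 (adjusted p-value 0.0641), -0.02 without Aβ42 replicate 3, -0.08 without vehicle replicate 1 and -0.20 without vehicle replicate 3. On the log2(TPM + 1) scale it was -0.21. APOE (348) had the largest difference of these, from 12.5 ± 3.20 to 7.21 ± 2.85 CPM (-0.79 ± 0.30, 0.17). Its values overlapped between groups, Aβ42 replicate 2 (10.5 CPM) lying above vehicle replicate 3 (9.57 CPM), with the replicate block its adjusted p-value was 0.00053, and without Aβ42 replicate 2 its log2 fold change was -1.16 (0.00574). The estimated counts of BACE1, MAPT and GFAP were not whole in every library, so part of their reads could have been divided with other features.

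Adjusted over the list alone, 159 of the 585 genes in the fixed lists passed (116 higher, 43 lower, smallest adjusted p-value 0.0101), while 0 of them passed over all genes tested and 232 had an unadjusted p-value under 0.05. With the replicate block these counts were 258 adjusted over the list alone and 213 over all genes. Without the block, the count adjusted over the list alone moved when single libraries were left out. It was 0 without vehicle replicate 3 or Aβ42 replicate 3 and 16 without vehicle replicate 2. Without Aβ42 replicate 1 it was 21, and without Aβ42 replicate 2 it was 248. The corresponding counts at an unadjusted p-value under 0.05 were 217, 171, 187, 186 and 301. Each such fit had fewer libraries and so less power, so a fall to 0 does not show that 1 library carried the difference.

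By camera, 7 of 29 lists passed, 5 higher and 2 lower with Aβ42. The 74 cytosolic ribosomal protein genes had a median log2 fold change of 0.27 (adjusted p-value 4.15e-24), and all 74 were higher. As 59 of them are among the shortest 10% of transcripts and fold change ran with length, the median was also taken after the length and GC correction, where it was 0.22. The 25 proliferation genes had a median of -0.47 (3.76e-12), and all 25 were lower. Hypoxia and glycolysis genes had a median of 0.39 (5.06e-06, 25 of 27 higher), which was 0.24 without vehicle replicate 2. Intermediate progenitor genes had a median of -0.40 (1.94e-05, 9 of 10 lower). Immediate early genes had a median of 0.25 (0.000236, 17 of 18 higher), and genes of the integrated stress response one of 0.16 (0.00765, 16 of 21 higher), which was 0.26 without vehicle replicate 1. Interferon response genes had a median of 0.09 (0.0387, 15 of 19 higher), a value that was 0.20 and 0.18 without vehicle replicates 2 and 3, 0.16 and 0.14 without Aβ42 replicates 1 and 3, and 0.03 and 0.04 on the log2(TPM + 1) and log2(TPM + 0.1) scales. On those TPM scales the median of all genes was itself -0.041 and -0.044, and the interferon list passed camera (adjusted p-values 0.0306 and 0.0301). The integrated stress response list no longer passed without Aβ42 replicate 2 (0.0917) or vehicle replicate 3 (0.0531). The interferon list no longer passed without Aβ42 replicate 2 (0.143) or vehicle replicate 1 (0.118), without a filter on low counts (0.135), under upper-quartile scaling (0.0528), or with limma-voom with (0.0917) or without (0.0526) quality weights.

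The alternative that moved these calls most was an estimated inter-gene correlation, under which no list passed and 2 lists had an unadjusted p-value under 0.05. Of the 7 calls, intermediate progenitors and interferon response held under fry (adjusted p-value 0.0175 for both), and fry also called p53 targets (0.0175, median 0.11, 15 of 24 genes higher), for which camera gave 0.0843. Under fry the ribosomal protein list had an adjusted p-value of 0.113, proliferation 0.159 and hypoxia and glycolysis 0.269. Immediate early genes had 0.185 and the integrated stress response 0.226. When the 6 libraries were split into 3 and 3 in all 10 ways, 6 splits, the real one included, gave at least 7 lists by camera, so other splits reached that number of camera calls as well. Fry called 3 lists in the real split and 0 in each of the other 9, with 0 to 4 lists at an unadjusted p-value under 0.05. With the replicate block, camera called 10 lists, adding astrocytes (0.00472), choroid plexus (0.00024) and cholesterol biosynthesis (0.048), and fry called intermediate progenitors and choroid plexus (0.0277 for both) and no longer interferon response or p53 targets (0.0769 for both).

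**Figure D3:**
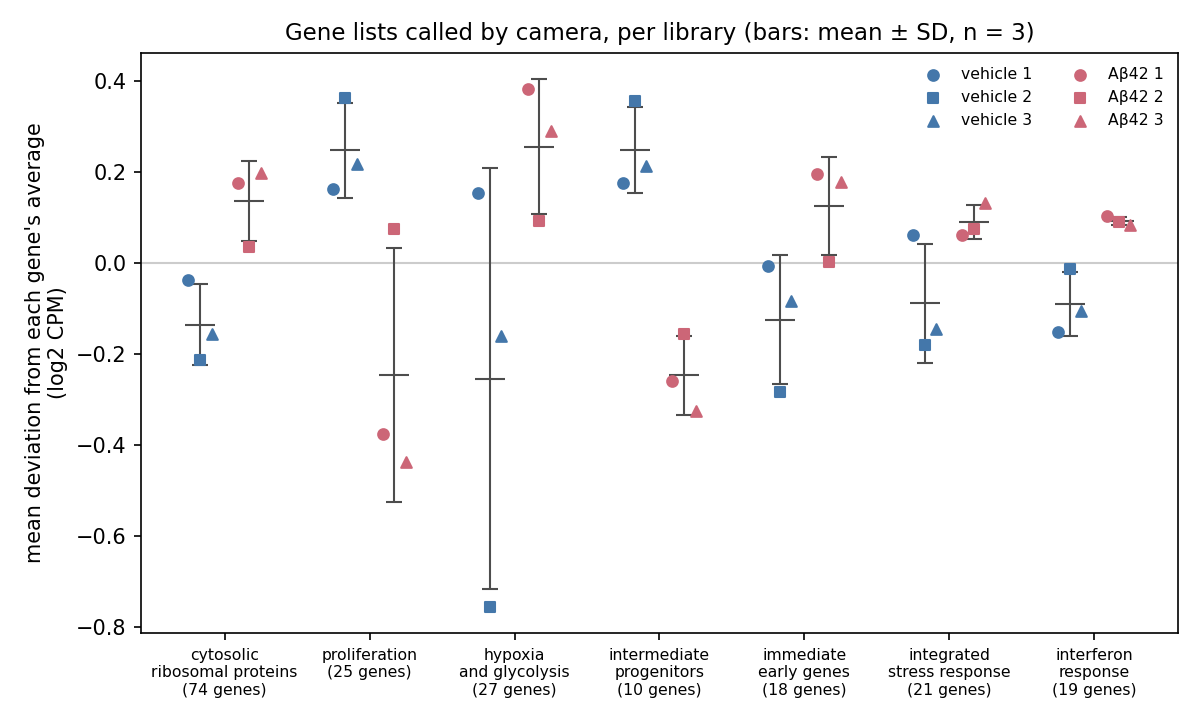
Score of each library (vertical axis, mean deviation of log2 CPM from each gene's average) for the 7 lists that passed camera, with vehicle in blue, Aβ42 in red, symbols for the replicate number, and bars for the mean ± SD (n = 3). The groups overlap for hypoxia and glycolysis, where vehicle replicate 2 scores -0.76, and are apart for the other 6 lists. The gap is narrow for the integrated stress response (vehicle replicate 1 at 0.0609, Aβ42 replicate 1 at 0.0615). It is also narrow for immediate early genes (vehicle replicate 1 at -0.0083, Aβ42 replicate 2 at 0.0016).

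Per library, the intermediate progenitor score was 0.17, 0.35 and 0.21 in vehicle replicates 1 to 3 and -0.26, -0.16 and -0.33 in Aβ42 replicates 1 to 3. The interferon response score was -0.15, -0.01 and -0.11 in vehicle and 0.10, 0.09 and 0.08 with Aβ42. For proliferation the means were 0.25 ± 0.10 in vehicle and -0.25 ± 0.28 with Aβ42, where Aβ42 replicate 2 (0.07) was nearest to vehicle. The hypoxia and glycolysis score overlapped between groups, with vehicle replicate 1 (0.15) above Aβ42 replicate 2 (0.09) and vehicle replicate 2 at -0.76 (exact permutation p-value 0.2, two-sided). In 9 of 29 lists the scores did not overlap, which gives an exact permutation p-value of 0.1, the smallest that 3 libraries against 3 allow.

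Members with the smallest p-values in these lists had log2 fold changes between -0.90 for PPP1R17, an intermediate progenitor gene (Entrez gene ID 10842), and 0.67 for SLC2A3 (6515), a glucose transporter in the hypoxia and glycolysis list. PPP1R17 went from 11.4 ± 1.03 to 6.11 ± 1.41 CPM (n = 3 each). SLC2A3 went from 74.8 ± 13.5 to 118.8 ± 19.9 CPM. CENPE (-0.51) and NUSAP1 (-0.51) were lower, and RPS18 (0.38), P4HA2 (0.39), ATF3 (0.37), JUN (0.30), DDIT3 (0.57), IFI6 (0.46) and BST2 (0.47) were higher. In all 11 genes the groups did not overlap, the adjusted p-values over all genes were between 0.0684 and 0.11, and with the replicate block each was at most 0.0315. The estimated counts of P4HA2 were not whole in every library, and ribosomal protein genes such as RPS18 have near-identical pseudogene copies whose reads the counting could have divided, which leaves their levels uncertain.

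The other 22 lists did not pass camera (adjusted p-values 0.0719 to 0.766). Genes of APP processing and tau had a median log2 fold change of -0.04 (0.752, 13 of 21 lower), Alzheimer disease risk loci 0.01 (0.393, 10 of 18 higher), inflammatory signalling -0.04 (0.69), complement and amyloid clearance -0.08 (0.356), radial glia 0.07 (0.539), presynaptic genes 0.05 (0.393) and postsynaptic genes -0.02 (0.393). Astrocyte genes had a median of -0.33 (0.0719) and pan-neuronal genes one of -0.09 (0.0719). After the length and GC correction, astrocytes (0.0322), pan-neuronal genes (0.0322) and metallothioneins (0.0298, against 0.0843 before) passed as lower, and with the replicate block and that correction their adjusted p-values were 0.00259, 0.0431 and 0.0303. Of the 15 listed microglia genes only CD68 had enough counts to test, at 41 to 47 counts per library. C1QA, C1QB, C1QC, TREM2 and TYROBP had 0 counts in every library, which allows up to 3 counts or 0.182 CPM, so a change in these genes was not detectable at this depth.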

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

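The corrections for length and GC content were chosen after the data were seen, and the other alternatives beforehand. No gene passed under RLE or upper-quartile scaling, a mean of at least 10 counts, limma-voom, either TPM scale, non-robust dispersion or the length and GC correction, with 3221 to 3335 genes at an unadjusted p-value under 0.05 in these fits. A 2-fold minimum and an adjusted p-value under 0.01 also gave 0 (3302 unadjusted), and so did glmTreat (663 unadjusted). Calls appeared under 5 other alternatives, as genes higher and lower with Aβ42: 189 and 171 with no filter on low counts, 383 and 426 with the DESeq2 Wald test, 1211 and 1246 with sample quality weights, 986 and 976 with the replicate block, and 1161 and 1025 with the replicate block and the length and GC correction. Across the 6 fits that each left out one library, the counts ran from 0 to 1607 higher and from 0 to 1617 lower, with calls only without Aβ42 replicate 2 and 1871 to 3015 unadjusted genes in the other 5. Without a filter 17374 genes were tested. The quality weight of Aβ42 replicate 2 was 0.395, against 1 to 1.63 in the other libraries, so quality weights acted like leaving that library out in part. Of the 1962 genes called with the block, 1833 had an unadjusted p-value under 0.05 without it, 1804 were called without Aβ42 replicate 2, 1780 with quality weights and 799 by DESeq2. The cause of the DESeq2 and filter differences was not tested.

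The count of list genes adjusted over the list alone was within 1.5 times of 159 in most fits and moved to 261 with quality weights, 90 and 91 on the log2(TPM + 1) and log2(TPM + 0.1) scales, 258 with the replicate block, 256 with the block and the length and GC correction, and 2 with a 2-fold minimum. It was 0 by glmTreat (66 unadjusted) and 0 at an adjusted p-value under 0.01 (232 unadjusted), and ran from 0 to 248 across the fits that each left out one library. The cause was not tested on the TPM scales.

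Of the lists, the 5 higher and 2 lower became 0 and 0 under an estimated inter-gene correlation (2 unadjusted) and 2 and 1 under fry, tests that allow for stronger correlation between genes of a list. The lists called lower were 4 with limma-voom, 4 with the replicate block, 5 with the length and GC correction and 6 with the block and that correction. Leaving out one library gave 3 to 6 lists higher and 2 to 4 lower. Of the 7 lists, 5 passed camera with the preset correlation in every fit tried. The integrated stress response passed in 16 and the interferon response in 13 of 20 alternatives, fry and the estimated correlation included, with the highest adjusted p-values in any camera fit with the preset correlation at 0.0917 and 0.143. The 7 medians kept their sign throughout, with 0.19 to 0.32 for ribosomal proteins and -0.62 to -0.40 for proliferation.

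None of the 22 named genes given in the report reversed under any alternative. The median log2 fold change of all genes was lower on the log2(TPM + 1) and log2(TPM + 0.1) scales (-0.041 and -0.044). Named genes passed the threshold in 6 alternatives: 12 without a filter, 15 by DESeq2, 17 each with quality weights, the block and the block with the correction, and 18 without Aβ42 replicate 2. The other named-gene values kept their direction without passing. The block changed no other call than those given here and in the comparisons. The gap between correlations within and between groups kept its sign, from -0.0015 to -0.00672.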

Other observations

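The tests of unadjusted and adjusted gene counts and of fry under other splits, and of the pairings, were chosen after the result was seen. So were those of radial glia genes, of vehicle replicate 2 and of the length and GC correction. The shift, nearness and label-exchange tests of Aβ42 replicate 2, given below, were built around a library that these data had singled out. They are therefore not counted as chosen beforehand. None of the patterns here can be called biological on these data alone, since each was found and tested on the same 6 libraries.

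The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 can be had. All 10 of the 10 splits gave at least the 0 genes past the adjusted threshold that the real split gave (3302 unadjusted), which holds by construction and says nothing about the grouping. At an unadjusted p-value under 0.05, 1 of the 10 splits (the real one) reached 3302 genes, the next gave 2281 and the lowest 89. Adjusted over the list alone, 1 of the 10 splits reached 159 genes and no other gave more than 1. With the replicate block, 1 of the 4 splits that part every pair reached 1962 genes, and the other 3 gave 0 (72 to 319 unadjusted). The 6 splits that keep a pair together gave 0 or 1. A split with vehicle 1 beside Aβ42 1 and 3 gave 1 gene past the adjusted threshold without a block, against 0 in the real split. The real grouping gave the most genes in the other 3 counts, but 10 splits, or 4, are too few to exclude an accident of grouping.

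The lists behaved otherwise. With camera, 6 of the 10 splits gave at least 7 lists, up to 10 in splits that mix the treatments, while with fry 1 of the 10 splits (the real one) gave 3 lists and the others 0 (0 to 4 unadjusted). Splits that mix the treatments still share them unequally between their groups, so part of a treatment difference can remain there. Which lists were called in them is not given, so they do not show movement of list genes irrespective of treatment. No list passed under an estimated inter-gene correlation, and a preset correlation of 0.01 would count shared movement as many independent changes. The camera p-values in the report may therefore overstate how firmly ribosomal protein, proliferation, hypoxia, immediate early and integrated stress response lists follow Aβ42. An accident of grouping stays open for all 7 lists. Intermediate progenitors and interferon response also passed fry without the block, but 10 splits are too few to exclude such an accident for them.

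The replicate block took the count from 0 genes (3302 unadjusted) to 1962. If equal numbers marked true pairs, the numbered pairing would be likely to give more genes than each of the other 5 ways of pairing. Exchanging Aβ42 replicates 1 and 3 between blocks gave 1949 genes, of which 1758 were shared, so the numbers of those 2 libraries carried no visible information, and a true but weak pairing of them cannot be told apart from none. The 4 pairings that part the libraries numbered 2 gave 57 genes at most, and 0 in 3 of them (2650 to 2945 unadjusted). A candidate explanation is thus a deviation shared by vehicle 2 and Aβ42 2 alone. Both lie lowest in their group on the first principal component. Without pair 2 the blocked fit still called 2035 genes, without pair 1 it called 154 and without pair 3 it called 519. Whether libraries numbered 2 shared a culture, a day or nothing is not stated in the labels, and a treatment effect of similar size from 2 different starting points would look the same.

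Aβ42 replicate 2 lay nearer to the vehicle libraries than to its own group. A trend with transcript length and GC content is argued against, because its mean correlation with vehicle still exceeded that with the other Aβ42 libraries by 0.00333 after the trend was removed. Along the effect seen in Aβ42 replicates 1 and 3, its shift from vehicle was 20.2% of theirs (5.94%, 43.5% and 11% with vehicle 1, 2 and 3 as the baseline, SD 20.4%), while Aβ42 replicates 1 and 3, measured in the same way, shifted by 95.5% and 94.5%. Each of these was scored along the effect of the other Aβ42 libraries, which included Aβ42 replicate 2. Their percentages are thus not on the same scale as the 20.2%. Single vehicle libraries measured against the other vehicle libraries gave 19.3%, -29.5% and 10.3%. The mean shift of Aβ42 replicate 2 was thus 20.2% where the vehicle library that moved most in that direction had 19.3%. In the other direction, among 5774 genes in which Aβ42 replicates 1 and 3 lay beyond the other 4 libraries, Aβ42 replicate 2 was the nearest of these 4 in 42.6%, against 25% for equal shares and 26.6% for vehicle 1. Exchanging its label with vehicle 1, 2 or 3 gave 2281, 476 and 1551 unadjusted genes, fewer than the 3302 of the labels as given. A vehicle library carrying the Aβ42 label and a treated library that responded weakly cannot be told apart with 1 library. The label was kept. A weaker response in those organoids or a lower effective dose may also account for it, and neither was tested.

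Ribosomal protein genes were higher with Aβ42 in all 74 cases, and 59 of them lie in the shortest 10% of transcripts. Fold change ran with length (Spearman's rho -0.158 across 13748 genes, which are not independent replicates) and GC content (0.154). The authors' effective lengths also differed by group, because the short-minus-long difference on the log2 scale was -0.00789, -0.00488 and -0.0195 in vehicle and 0.0161, 0.00848 and 0.00763 with Aβ42, as fragment sizes differing between libraries would give. Both explanations are argued against as the whole cause. After the length and GC trend was removed the median was 0.2227, where 10000 random lists of equal size and expression had a mean of 0.0035 and an SD of 0.0152. On the log2(TPM + 1) scale, which uses each library's own effective lengths, it was 0.1853 against a random mean of -0.0617. Both steps lowered the median from 0.27, so such trends may supply part of it. Reads divided with pseudogenes were not tested. Movement of these genes between libraries irrespective of treatment stays open, and the splits above do not decide it.

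Proliferation genes were lower in all 25 cases. The same trend is argued against here, since the median after the correction was -0.493 and random lists had an SD of 0.0389. A lower share of progenitors of every kind is argued against too, because only 1 of 15 radial glia genes had a log2 fold change of -0.235 or lower, which is 0.5 times the proliferation median (a level reached by 10.7% of all tested genes), and the radial glia median was 0.07. A candidate explanation that these values leave open is fewer cycling cells and intermediate progenitors with radial glia retained, together with higher CDKN1A (log2 fold change 0.50, adjusted p-value 0.0684, so not past the threshold without the block), a cell-cycle inhibitor. The proliferation score of Aβ42 replicate 2 (0.07) was the nearest to vehicle, so this list rests more on the other Aβ42 libraries.

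Hypoxia and glycolysis genes were higher with Aβ42, and vehicle replicate 2 had a score of -0.76, far below the other 5 libraries. Without it the median fell from 0.39 to 0.2361. The list still passed camera, but camera called as many lists in splits that mix the treatments, and the scores of the other 5 libraries overlapped between groups (0.15 and -0.16 in vehicle, 0.38, 0.09 and 0.29 with Aβ42). Between libraries of equal number the score was higher with Aβ42 each time, but the labels do not say that the numbers mark pairs. With the replicate block the list passed camera (adjusted p-value 5.99e-09) and not fry (0.139). A low value of vehicle replicate 2 alone therefore cannot be told apart from a treatment effect, with 2 vehicle libraries left. Size or oxygen supply of individual organoids could move this list without any treatment, which was not tested.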
